A study of Mus musculus with 6 samples. Its data were reported in "RAS-dependent RAF-MAPK hyperactivation by pathogenic RIT1 is a therapeutic target in Noonan syndrome–associated cardiac hypertrophy" (2023).

How the data were processed

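The deposited file gives FPKM (fragments per kilobase of exon, scaled to sequencing depth) made by the authors, with 1 column for each of the 6 samples and no pooling of replicates. Per the labels, messenger RNA was selected from total RNA with poly-T beads and copied from random primers. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated. The file lists 54532 Ensembl mouse gene IDs, of which 54495 are in GENCODE M21 (GRCm38), and 37 are not. Symbols, biotypes, exon lengths and coordinates were taken from there. FPKM times exon length came out as a whole multiple of 1 step per sample for 96.7% of the 28445 genes with a value above 0, and for 99.77% after a search over length. The reads recovered in this way were 26.52, 26.0 and 25.25 M in AdGFP 1 to 3 and 32.39, 25.95 and 26.98 M (M, megareads) in AdCre 1 to 3. The denominators behind the FPKM values differ from these sums, by relative factors of 0.9491, 0.9933 and 0.994 in AdGFP and 1.007, 1.0134 and 1.0458 in AdCre, so library sizes had been rescaled before deposition.

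Samples were grouped by the labels as AdGFP or AdCre, 3 of each. Values were tested as log2(FPKM + 0.1) over the 13794 genes with a mean of at least 0.5 FPKM, so fold changes are on that scale and understate those of low genes. Each gene was fitted in limma 3.58.1 (R 4.3.3) with a term for group, lmFit and eBayes with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method. A gene is said to pass, or to be called, at an adjusted p under 0.05. The exact two-sided permutation test of 3 samples against 3 cannot give less than 0.1. Depth limits genes with few reads, and counts of 3 or fewer in every sample of a group were treated as a floor. Replicates in a group differed by more than counting error (chi-square over degrees of freedom between 44.82 and 144.15), so no library was listed again as another sample, which does not exclude separate libraries of a single culture.

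The labels number the replicates 1 to 3 in both groups without saying what a number marks. Deviations from the group means were correlated across genes between same-numbered samples (0.568, 0.268 and 0.506 for replicates 1, 2 and 3), and between -0.497 and 0.036 for other combinations. All 3 exceed 0.1, so the numbers were taken to pair the samples, on the evidence of the values alone. The replicate number was therefore fitted as a block, and the blocked value is given where it changes a call.

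Genes were named by a rule. It took Rit1, the 9 genes named by the study and called members of lists that passed. From each such list it took at most 5, those with the smallest p. It also took the 5 largest rises and falls among called protein-coding genes without overlap of the groups. Where none passed, it took the 3 with the smallest p. The rule gave 14 genes, 3 of them chosen as falls without regard to biotype because none passed. The same rule applied to the blocked fit, over all biotypes, after its values were seen, gave 39 more. Members of lists outside these, such as Acta1, Cd44, Nppa, Ankrd1, Xirp1 and Xirp2, were also named after their values were seen.

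Of 17 gene lists written from general knowledge and from the study, 14 were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. They cover MAPK targets named by the study, MAPK output, sarcomere, calcium handling, cardiomyopathy, hypertrophy, p53 targets, interferon response and proliferation. They also cover fibroblast, endothelial, mural, epicardial and macrophage markers. The list of red blood cell markers had 0 genes at the level needed for testing. The lists of 2 genes (Ace and Errfi1, Mybpc3 and Actc1) were not set-tested. Hypertrophy and sarcomere share 2 genes, and MAPK output holds 2 genes the study picked. Near-identical sequence was measured as the share of 50-base words of the transcripts of a gene that occur in transcripts of other genes. It was at least 5% for 14 of 67 genes checked.

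Alternatives were pseudocounts of 1 and 0.01, no filter, a mean of at least 1 FPKM, protein-coding genes, rescaling to TPM, median centring, quantile normalization, eBayes without a trend, the replicate block, and leaving out each sample. The fits that left out 1 sample had no block, so its partner of the same number stayed in unmatched. Added after the data were seen were values without the scaling factors of the authors, voom on the recovered reads, biotypes from GENCODE, and all alternatives of the blocked fit. The test was run on simulated data with 13794 genes, of which 200 were changed 2-fold. It called 85% of the changed genes, 5.03% of its calls were unchanged genes, and it made 0 calls when no gene was changed. All simulated genes shared 1 spread between replicates (dispersion 0.0217, the median within groups), unlike real genes. The share called is thus not the power in these data. With simulated pair effects (SD 0.3 on the log2 scale, a set value added to that spread) the block called 85.5%, and the fit without it 0. Of the blocked calls there, 18.2% were unchanged genes, and 8 genes were called with none changed, so the block exceeded its nominal error rate. Gene ontology and pathway databases were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.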

Results

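RNA-seq was performed on primary cardiomyocytes, the contractile cells of the heart, grown from neonatal mice. The mice carry an engineered Rit1 locus at which Cre recombinase switches on the M90I variant of RIT1, a RAS-related GTPase. Cultures were infected on day 3 after isolation with an adenovirus encoding either GFP alone (AdGFP, control) or GFP together with Cre (AdCre). Each group held 3 samples, numbered 1 to 3 in both, and the labels give the Rit1 genotype as wild type for AdGFP and as heterozygous for M90I for AdCre. Reads worked back from the FPKM values came to between 25.25 and 26.52 M reads per AdGFP sample and between 25.95 and 32.39 M reads per AdCre sample. At these depths, 1 FPKM in a gene with 2 kb of exons stood for between 49.3 and 64.1 reads. Between 21230 and 23026 genes had a value above 0 in a sample.

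The comparison of AdCre with AdGFP addresses which transcripts change when RIT1 M90I is expressed, and in particular whether targets of MAPK signaling and genes of cardiac function do so. Wild-type cells given AdCre are not among the samples, so the variant and the recombinase came together in every AdCre culture. The first principal component, with 40.2% of the variance, ordered the replicates from 1 to 3 in both groups. The second, with 27.9%, separated AdGFP from AdCre. Samples with the same number thus lay side by side along the larger axis of variation, and differences within these 3 pairs are given beside the group means.

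**Figure D1:**
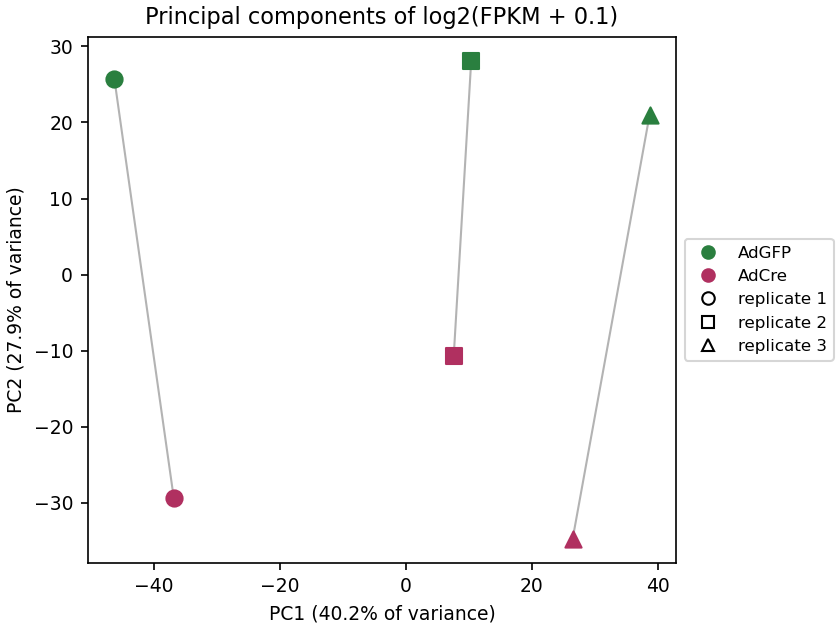
Principal components of log2(FPKM + 0.1) over the tested genes, with PC1 on the horizontal and PC2 on the vertical axis (component scores). Colors mark the group, symbols the replicate number, and gray lines join samples with the same number; AdGFP samples lie above 0 and AdCre samples below 0 on PC2, while the pairs follow one another along PC1.

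Rit1 itself was examined first. The gene (ENSMUSG00000028057) lies on chromosome 3 from 88716838 to 88731049 (GRCm38, GENCODE M21). Its level was 8.55 ± 0.774 FPKM in AdGFP and 9.19 ± 0.351 FPKM in AdCre (mean ± SD, n = 3 each). The log2 fold change was 0.11 with a standard error of 0.12 (limma adjusted p 0.84), and the ranges of the groups overlapped. Rescaling to TPM moved it most, to 0.20, and it was 0.03 without AdGFP replicate 1. Gene-level FPKM does not separate the M90I allele from the wild-type allele, so the share of M90I transcript in each sample was not measured.

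Across 13794 genes tested, 1 gene had an adjusted p-value under 0.05 in the fit without pairing, and it was higher in AdCre. At an unadjusted p under 0.05 there were 1402 genes, against 690 given by chance. The samples of the groups did not overlap for 2121 genes, or 15.4%, where chance gives 10%. With the replicate number as a block, 848 genes passed, 364 of them higher and 484 lower in AdCre. Of these, 133 rose and 129 fell by at least 1 on the log2 scale, and the median size of change was 0.769. The direction was the same in all 3 pairs for 6672 genes, or 48.4% of those tested, against 25% by chance. The split between rises and falls depended on scaling: 42.9% of the blocked calls were higher in AdCre as deposited, 61.5% after rescaling to TPM and 54.8% without the scaling factors of the authors. The blocked count rested on pair 3 most, with 1 gene passing when both samples of that pair were left out and 149 when those of pair 2 were. At an unadjusted p under 0.05 the numbers lay closer together, with 2914, 2622 and 2499 genes without pairs 1, 2 and 3.

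The gene that passed without the block was Ly6c1 (ENSMUSG00000079018, chromosome 15, 75044018 to 75048830), at 1.28 ± 0.193 FPKM in AdGFP and 6.76 ± 0.364 FPKM in AdCre (n = 3 each). Its log2 fold change was 2.32 with a standard error of 0.15 (limma adjusted p 0.0178), and it rose in all 3 pairs. Its adjusted p-value ran from 0.0051 with the block to 0.208 without AdCre replicate 3. It no longer passed when any sample other than AdGFP replicate 1 was left out, with values between 0.066 and 0.208, or without a filter on low values (0.0612) or with voom on the recovered reads (0.0974). Of its 50-base transcript words, 32.8% also occur in other genes, mostly Ly6c2, so its level is uncertain to that extent. No gene passed as lower without the block. The falls with the smallest p-values were those of Sema3c (chromosome 5, 17574281 to 17730268), Efhd1 (chromosome 1, 87264363 to 87310839) and the small nucleolar RNA Gm25788 (chromosome 4, 123291344 to 123291474), each with a limma adjusted p of 0.102. Sema3c went from 15.4 ± 1.9 to 5.08 ± 0.972 FPKM (log2 fold change -1.59) and Efhd1 from 4.7 ± 0.656 to 1.45 ± 0.276 FPKM (-1.64). All 3 passed with the block (0.0122, 0.0172 and 0.0194). Gm25788 had 4, 3 and 7 reads in AdGFP and 0 in each AdCre sample, which makes it at least 1.56-fold lower. A share of 36.6% of its words occurs in other genes.

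With the block, the largest rises were those of Ly6d (log2 fold change 5.53), Cma1 (4.27) and Psca (4.0), with limma adjusted p-values of 0.0248, 0.0103 and 0.00697. Over the other alternatives their adjusted p-values reached 0.379, 0.33 and 0.491. Their log2 fold changes ran from 3.58 to 6.82, from 1.84 to 6.06 and from 2.66 to 4.63, and were smallest with a pseudocount of 1. Ly6d went from 0.426 ± 0.56 to 15.8 ± 5.08 FPKM, Cma1 from 0.0619 ± 0.0773 to 2.8 ± 0.108 FPKM, and Psca from 0.592 ± 0.563 to 9.14 ± 3.85 FPKM (n = 3 each). Gm22888 and Gm25057, which also rose, rested on at most 7 reads in any sample, with 0 in each AdGFP sample. No fold is given for either, because the library sizes behind the FPKM were larger in every AdCre sample than in any AdGFP sample. Among falls, Aldh1a7 went from 8.6 ± 1.93 to 1.38 ± 0.951 FPKM (log2 fold change -2.86, adjusted p 0.0269 with the block). Tcp11x2 went from 1.41 ± 0.65 to 0.164 ± 0.0889 FPKM (-2.46, adjusted p 0.023). Their adjusted p-values reached 0.731 and 0.74 over the alternatives. Gm22063 was at least 2.22-fold lower on at most 12 reads per sample, and 82.8% of its words occur in other genes. Gm11084 had at most 4 reads in any sample, and no fold is given for it.

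The study named Ccnd1, Etv4, Egr2, Dusp2 and Ereg as MAPK targets. They lie on chromosome 7 (144929931 to 144939925), chromosome 11 (101769742 to 101785371), chromosome 10 (67535475 to 67542188), chromosome 2 (127336159 to 127338376) and chromosome 5 (91074622 to 91093646). Ccnd1 rose from 36.6 ± 8.48 to 80.1 ± 9.36 FPKM and Etv4 from 4.18 ± 1.36 to 10.8 ± 4.18 FPKM (n = 3 each). Egr2 rose from 1.65 ± 0.193 to 3.78 ± 0.991 FPKM, Dusp2 from 1.73 ± 0.165 to 4.02 ± 1.43 FPKM, and Ereg from 3.88 ± 0.405 to 8.33 ± 1.5 FPKM. The log2 fold changes were 1.15, 1.32, 1.13, 1.12 and 1.07, with standard errors of 0.19, 0.32, 0.21, 0.25 and 0.16. For each of the 5 genes every AdCre sample lay above every AdGFP sample, and the exact two-sided permutation p was 0.1, the smallest that 3 samples against 3 allow. Over all genes tested, 0 of the 5 passed without the block, with limma adjusted p-values of 0.144, 0.287, 0.196, 0.252 and 0.122, and the unadjusted p was under 0.05 for 5. Adjusted over the list alone, 5 passed, which is not independent evidence because the study chose the list on these samples. With the block all 5 passed over all genes (0.00969, 0.0145, 0.0346, 0.0351 and 0.0194). Under the block, 0 of them passed without a filter on low values, without a trend or without pair 3, and 2 without pair 2 (5 at an unadjusted p under 0.05 each time). The block was the alternative that changed the calls, and the adjusted p-values were largest, between 0.523 and 0.791, without AdGFP replicate 2. The antisense exons of another gene cover 23.4% of the exon bases of Ccnd1, and whether strand was used in counting is not stated.

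Ace (chromosome 11, 105967945 to 105989964) and Errfi1 (chromosome 4, 150853919 to 150868892) were named by the study as candidate biomarkers. The study also based this on lower levels of both in M90I mouse hearts given an inhibitor of the MAPK pathway. Those hearts are not among the samples here. Ace rose from 15.1 ± 4.35 to 27.5 ± 5.17 FPKM and Errfi1 from 23.4 ± 3.8 to 46.2 ± 12.5 FPKM (n = 3 each). The log2 fold changes were 0.89 and 0.96, with standard errors of 0.26 and 0.22 and limma adjusted p-values of 0.329 and 0.261. Both rose in all 3 pairs without overlap of the groups, and with the block both passed (0.0165 and 0.0119). Of the 2, 0 passed when the blocked fit had no filter, no trend or no pair 3, and 1 when it had no pair 2 (2 each time at an unadjusted p under 0.05). Over the alternatives the adjusted p-value reached 0.739 for Ace and 0.742 for Errfi1, in each case without AdGFP replicate 2.

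Mybpc3 (chromosome 2, 91118144 to 91136516) and Actc1 (chromosome 2, 114047282 to 114053548) encode cardiac myosin-binding protein C and cardiac actin. Mybpc3 went from 412 ± 99.4 to 212 ± 42.6 FPKM, a log2 fold change of -0.95 with a standard error of 0.24. Actc1 went from 3590 ± 1190 to 1590 ± 566 FPKM, a log2 fold change of -1.18 with a standard error of 0.35. Both fell in all 3 pairs and the groups did not overlap. Neither passed without the block (limma adjusted p 0.292 and 0.338). With it, Mybpc3 passed (0.0176) and Actc1 did not (0.0726), its pair differences being -2.06, -0.49 and -1.0. In the blocked fit 0 of the 2 passed without a filter, a trend, pair 2 or pair 3 (2 each time at an unadjusted p under 0.05), while 2 passed with voom, with protein-coding genes only or without pair 1. Without AdGFP replicate 2 the adjusted p-values were 0.793 and 0.807.

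**Figure D2:**
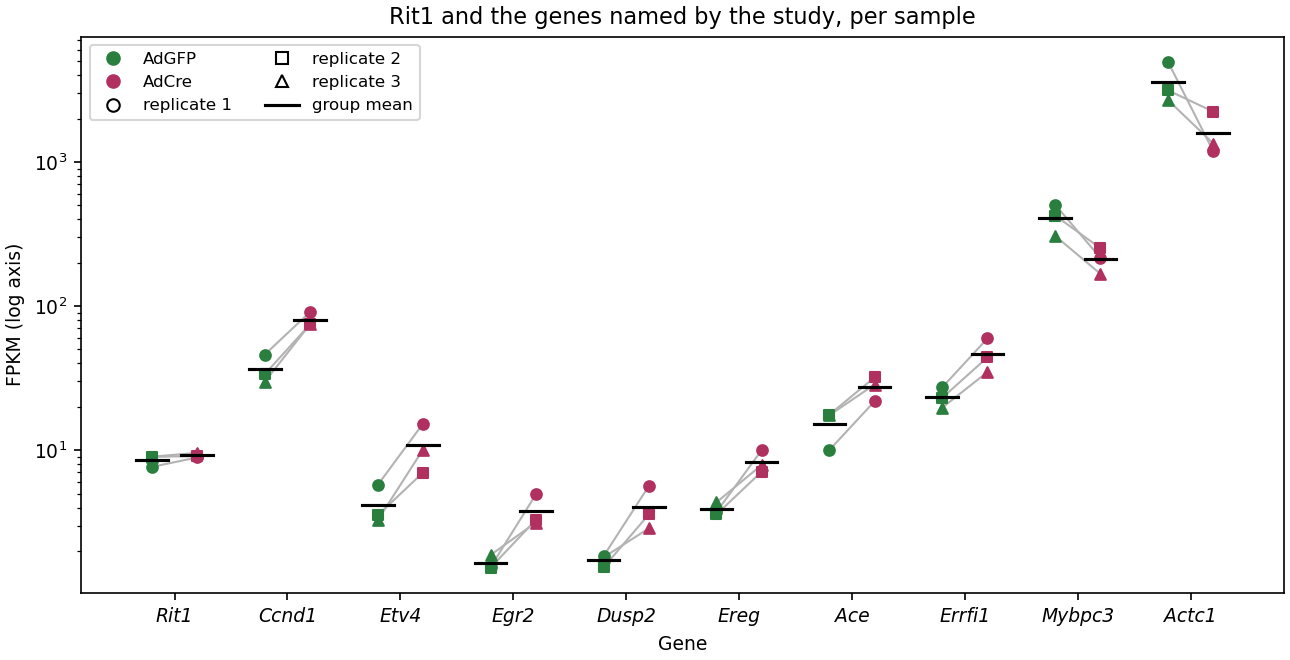
FPKM of Rit1 and of the 9 genes named by the study in each sample, on a log axis; colors mark the group, symbols the replicate number, black bars the group means, and gray lines join samples with the same number. Rit1 overlaps between the groups, the first 7 of the others are higher in every AdCre sample, and Mybpc3 and Actc1 are lower.

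Gene lists were tested with camera. All were fixed before the data were examined, but the list of 5 MAPK genes had been chosen by the study on these same samples. The MAPK output list, made of feedback regulators and transcription factors downstream of ERK, had a median log2 fold change of 0.28 over 18 genes, of which 12 rose and 6 fell (camera adjusted p 0.00253). No member passed over all genes without the block and 2 did when adjusted over the list alone, while 7 had an unadjusted p under 0.05. With the block 5 members passed over all genes, namely Ccnd1, Etv4, Fosl1, Dusp4 and Dusp5, and 11 when adjusted over the list alone. Exons of other genes on the opposite strand cover 57.2% of the exon bases of Fosl1 and 22.1% of those of Dusp5. Without Ccnd1 and Etv4, which the study also named, the median of the 16 other genes was 0.20 (camera adjusted p 0.0397, and 0.059 with the block). The 5 genes named by the study had a median of 1.13 (camera adjusted p 4.58e-09), which is not independent evidence because of that choice, and nor is their value under fry. Both MAPK lists passed under fry (0.03 for each), and neither did with the correlation between genes estimated (0.196 for each). No other list passed without the block under either of these tests. The estimated correlation was the only alternative under which the MAPK output list lost its call.

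Transcripts of heart muscle were lower in AdCre. In the sarcomere list all 29 tested genes fell, with a median log2 fold change of -0.51 (camera adjusted p 2.35e-10), although 1 of them rose after rescaling to TPM, after quantile normalization or without the scaling factors of the authors. In the calcium handling list 24 of 27 genes fell, with a median of -0.61 (2.35e-10). In the cardiomyopathy list 31 of 34 genes fell, with a median of -0.52 (1.7e-09). It shares 15 genes with the sarcomere list, and its 17 genes outside the sarcomere and calcium handling lists had a median of -0.38 (0.000485). The 3 lists did not pass under fry (0.219, 0.11 and 0.219) or with the estimated correlation (0.325, 0.279 and 0.325). Without AdCre replicate 2 the sarcomere median was -0.78. No member of these lists passed over all genes without the block, whereas 13, 16 and 15 members, all lower, passed with it. Unadjusted p-values under 0.05 without the block numbered 13, 16 and 15. Adjusted over the list alone, 2, 13 and 8 members passed without the block and 23, 24 and 26 with it. Members with the smallest p-values under the block included Myl2 (-1.12), Tnni3 (-0.82), Tcap (-0.96), Tnnt2 (-0.71), Lmod2 (-0.90), Pln (-1.31), Sln (-1.20), Hrc (-0.92), Kcnq1 (-0.82), Adrb1 (-0.77) and Dsg2 (-0.88). Without AdGFP replicate 1, and likewise without AdCre replicate 3, Myl2 was at -0.72. Antisense exons of other genes cover 64.7% of the exon bases of Pln.

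The hypertrophy list, which holds transcripts of the fetal and hypertrophic program, did not pass. Its median log2 fold change was -0.27 over 12 genes (camera adjusted p 0.383, and 0.254 with the block). This value rested on single samples: it was 0.07 without AdGFP replicate 1, 0.01 without AdCre replicate 3, -0.51 without AdCre replicate 2 and -0.65 without AdGFP replicate 3, where the list passed (0.0104). Adjusted over the list alone 1 gene passed, and 7 did so with the block. Members moved apart. None passed over all genes without the block (limma adjusted p 0.61 for Acta1). Called under the block were Acta1 (1.94, adjusted p 0.0346) and Cd44 (0.64, 0.0313) as higher, and Nppa (-0.61, 0.0421), Ankrd1 (-0.60, 0.0313) and Xirp1 (-0.77, 0.0448) as lower. Xirp2, at -1.54, was not called (0.0909).

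Interferon response genes were higher in AdCre, all 17 of those tested, with a median log2 fold change of 1.58 (camera adjusted p 1.45e-09). The difference within a pair, averaged over the list, was 0.89, 1.44 and 1.98 in pairs 1 to 3, and the median was 0.87 without AdCre replicate 3. Without the block no member passed over all genes (8 at an unadjusted p under 0.05) and 3 did adjusted over the list alone. With the block 17 did so and 12 passed over all genes, among them Ifit1 (2.28), Rtp4 (1.58), Bst2 (1.41), Ddx58 (0.65) and Ifit3 (2.07). Without AdCre replicate 3 these 5 genes were at 1.47, 0.89, 0.87, 0.33 and 1.28, and Ddx58 was also at 0.33 without AdGFP replicate 1. A near copy makes Ifit3 uncertain, as 51.2% of its transcript words occur in other genes, mostly Ifit3b. Genes induced by p53 had a median of 0.09, with 15 of 22 higher (0.0327), and Cdkn1a alone passed with the block (0.48). The median of the p53 list was 0.20 without AdGFP replicate 1, 0.18 without AdCre replicate 1 and 0.05 without AdCre replicate 3. The list no longer passed without AdCre replicate 3, AdGFP replicate 2 or AdGFP replicate 3 (0.499, 0.159 and 0.131), or without a filter on low values (0.058). Cell cycle genes had a median of 0.17 (0.028), with Pcna passing under the block (0.47, and 0.31 without AdCre replicate 1). Their median was -0.04 without AdGFP replicate 1, -0.03 without AdCre replicate 3 and 0.30 without AdCre replicate 1, and the list did not pass in the first 2 of these fits (0.636 and 0.782) or after rescaling to TPM (0.056). Of the p53 and cell cycle lists, 0 genes each passed without the block even when adjusted over the list alone (3 and 1 at an unadjusted p under 0.05), and 1 each did with it.

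Marker lists of other cells moved in different directions. Endothelial markers were higher, with a median log2 fold change of 0.35 over 13 genes (camera adjusted p 0.000686), and fry passed them with the block (0.0066, against 0.279 without). Their median was 0.14 without AdCre replicate 3, 0.16 without AdGFP replicate 1, 0.53 without AdCre replicate 1 and 0.57 without AdGFP replicate 3. Blocked calls among them were Eng, Flt1, Cdh5 and Egfl7. Fibroblast markers had a median of -0.24 (0.265) and passed with the block (0.0177). Dcn, Lum and Col3a1 were called as lower, although Lum was at 0.03 without AdCre replicate 1. Dcn was at -0.34 in that fit, -0.23 without AdGFP replicate 3 and -1.33 without AdGFP replicate 1. Col3a1 was at -0.14, -0.19 and -0.74 in the same fits. The fibroblast median was -0.56 without AdGFP replicate 1, where the list passed (0.00703). It was -0.06 without AdGFP replicate 3 and 0.03 without AdCre replicate 1. Without AdCre replicate 3 the list also passed (0.018). Macrophage markers had a median of 0.51 (0.0376), all 10 higher, with C1qb and Lyz2 called under the block, although they were at -0.12 and -0.30 without AdGFP replicate 1. That fit had no block, so differences between replicates could enter it. Within pairs 1 to 3, C1qb rose by 0.64, 0.49 and 0.39 and Lyz2 by 0.77, 0.44 and 0.33. The macrophage median was -0.21 without AdGFP replicate 1, 0.10 without AdCre replicate 3, 0.33 without AdCre replicate 2, 0.95 without AdGFP replicate 3 and 1.03 without AdCre replicate 1. The macrophage list did not pass in the first 3 of these fits (0.941, 0.499 and 0.214), after rescaling to TPM (0.172) or quantile normalization (0.0507), or without the scaling factors (0.122). Mural cell markers (-0.06) and epicardial markers (-0.26) did not pass, with camera adjusted p-values of 0.809 each. The mural median was 0.03 without AdCre replicate 3 and -0.15 without AdCre replicate 2. The epicardial median was 0.13 without AdGFP replicate 3, 0.10 without AdCre replicate 2, -0.52 without AdCre replicate 3 and -0.58 without AdGFP replicate 1. No member of the lists of other cells passed over all genes without the block. Adjusted over the list alone, 1 endothelial, 0 fibroblast, 0 macrophage, 0 mural and 4 epicardial genes passed (3, 0, 0, 0 and 4 at an unadjusted p under 0.05), and with the block 9, 5, 9, 0 and 6. Of 7 red blood cell transcripts, 0 reached the level needed for testing.

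**Figure D3:**
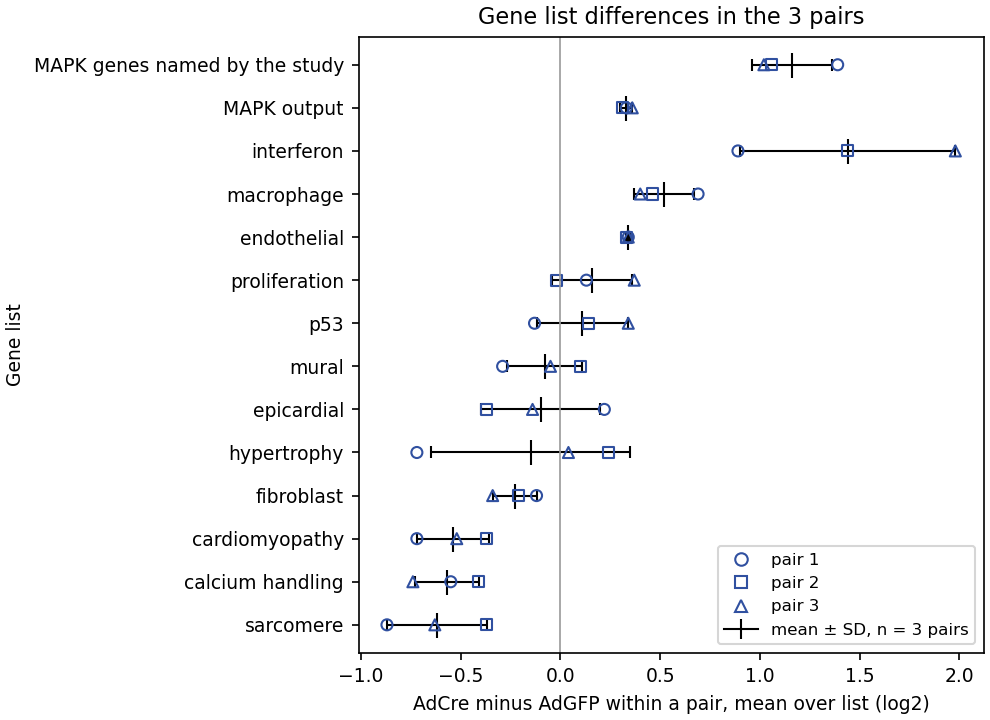
Difference between AdCre and AdGFP within each of the 3 pairs, averaged over the genes of a list (log2 scale, horizontal axis), for 14 gene lists (vertical axis). Symbols are pairs and the bars show mean ± SD of the 3 pairs; both MAPK lists and the interferon, macrophage and endothelial lists lie above 0 in every pair, and the fibroblast, cardiomyopathy, calcium handling and sarcomere lists below 0.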

Values the study reported

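The study sequenced RNA from the cardiomyocytes on day 6 after the adenovirus was given.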

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

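Values without the scaling factors of the authors, voom on the recovered reads, biotypes from GENCODE and the alternatives of the blocked fit were chosen after the data were seen, and the other alternatives before the data were examined. The count of 1 gene, Ly6c1, became 3 with a pseudocount of 1 (Cma1 and Ly6d added), and 4 without a trend, 3 higher (Ly6c1, Cma1 and Apol6) and 1 lower (Gm25788). Apart from Ly6c1, these genes were named after their values were seen. It was 0 without a filter, where 28445 genes were tested (2168 at an unadjusted p under 0.05), and 0 with voom (1423). Across the 6 fits that each left out 1 sample it ran from 0 to 2, with between 780 and 1629 genes at an unadjusted p under 0.05. Only the fit without AdGFP replicate 1 called any, namely Ly6c1 and Cma1. Fewer samples were tested there, and for the other changes the cause was not tested. Under pseudocount 0.01, a mean of at least 1 FPKM, protein-coding genes, TPM, median centring, quantile normalization and no scaling factors Ly6c1 remained the gene called, as it did when a change of at least 1 on the log2 scale was also required. The median log2 fold change of all genes was -0.002 as deposited, 0.087 after rescaling to TPM and 0.059 without the scaling factors.

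The replicate block had the largest effect. It raised the count from 1 to 848, with 364 higher and 484 lower, and the removal of differences between pairs from the error is what its construction changes. It called 5 of the 5 MAPK genes named by the study, 2 of the 2 candidate biomarkers, and 1 of Mybpc3 and Actc1. Of the results that answer no comparison on their own, 51 became called under the block: the 39 genes named because of it, 11 genes named by the rule and the fibroblast list. The camera direction of the epicardial list changed from up to down, while its median stayed at -0.26. This list passed in neither fit (camera adjusted p 0.809 without the block and 0.797 with it). The MAPK output list without Ccnd1 and Etv4 went from an adjusted p of 0.0397 to 0.059, and fry passed the endothelial list (0.0066). Under the block the count stayed between 736 and 1167 with other pseudocounts, a mean of at least 1 FPKM, protein-coding genes, TPM, centring, quantile normalization and no scaling factors. It was 17 without a filter, 0 without a trend (3122 at an unadjusted p under 0.05) and 1547 with voom, which shared 796 genes with the 848. Leaving out both samples of a pair gave from 1 to 772: 772 without pair 1, 149 without pair 2 and 1 (Cck) without pair 3. In these fits 2914, 2622 and 2499 genes had an unadjusted p under 0.05. The cause of these changes was not tested beyond the smaller number of samples. Dropping the filter, the trend, pair 2 or pair 3 thus each removed most of the blocked calls. The 5 MAPK genes named by the study fell to 0 called without a filter, a trend or pair 3 and to 2 without pair 2, and the 2 candidate biomarkers to 0 and 1 in the same fits. Of Mybpc3 and Actc1, 0 were called in these 4 fits, and 2 with voom, with protein-coding genes only and without pair 1. At an unadjusted p under 0.05 the numbers were 5, 2 and 2 in every one of these fits.

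The lists for MAPK output (median 0.28), sarcomere (-0.51), calcium handling (-0.61) and cardiomyopathy (-0.52) did not pass with an estimated correlation, and the last 3 did not under fry, and the cause was not tested. Their directions held under all alternatives, with medians from 0.19 to 0.37, -0.78 to -0.42, -0.81 to -0.49 and -0.73 to -0.39. The hypertrophy list ran from -0.65 to 0.07 across the fits that each left out 1 sample. In the same fits the direction changed for Lum (-0.96 to 0.03), C1qb (-0.12 to 1.06), Lyz2 (-0.30 to 1.19), and the fibroblast (-0.56 to 0.03), mural (-0.15 to 0.03), epicardial (-0.58 to 0.13) and macrophage (-0.21 to 1.03) lists. These fits had no block and left 1 sample without its partner, so differences between replicates could enter them. Within all 3 pairs, Lum fell and C1qb and Lyz2 rose. The median of the cell cycle list also crossed 0 (-0.04 to 0.30), while its camera direction did not change. The macrophage list lost its call after rescaling to TPM (0.172), quantile normalization (0.0507) and without the scaling factors (0.122). The p53 list lost it without a filter (0.058) and the cell cycle list after rescaling to TPM (0.056). The cause was not tested. The camera direction of the epicardial list also changed without a filter (-0.38), after rescaling to TPM (-0.18) and without the scaling factors (-0.20), while its median stayed negative, and the cause was not tested. Rit1 kept its direction and passed under no alternative, with log2 fold changes from 0.03 to 0.20. Depth limits Gm25788, Gm22888, Gm25057, Gm22063 and Gm11084, which rest on at most 12 reads in any sample.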

Other observations

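The tests of the blocked splits, of reads thinned to 1 depth, of macrophages, mast cells and skeletal muscle cells, of the Ly6 region and its shared sequence, and of the order of the replicates were chosen only after the results were seen.

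Of the 10 splits of the 6 samples into groups of 3, 2 gave as many called genes as AdCre against AdGFP. The other was AdGFP 1, AdGFP 2 and AdCre 1 against the rest, with 1 called gene and 1779 at an unadjusted p under 0.05. In all, 4 of the 10 splits had at least 1402 such genes. The real split parts all 3 pairs, and the other 3 splits that do so had 71, 78 and 83. Under the block, 1 of the 4 splits that part every pair gave as many calls: 848 for the real one and 0 after exchanging the groups in pair 1, 2 or 3, with 248, 174 and 183 genes at an unadjusted p under 0.05. With 10 or 4 splits no share under 0.05 can arise, so chance cannot be told apart from a group effect by these counts. Recovered reads of the groups overlapped in part, from 25.95 M reads in AdCre and up to 26.52 M reads in AdGFP. The library sizes behind the FPKM did not, with 24.65 to 25.36 M reads in AdGFP and 25.82 to 32.03 M reads in AdCre. Reads were therefore thinned at random until all samples had 1 library size or 1 number of recovered reads, in 20 draws. Ly6c1 was the gene called in each of the 20, and under the block between 713 and 826 of the 848 genes were called again, which argues against depth as the main source. The scaling factors of the authors also separated the groups, and without them 755 of the 848 were called. Across genes, which are not independent replicates, the log2 fold change correlated with gene length at -0.015 and with GC content at 0.108, too little for either bias to be the main source.

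Interferon response genes were higher in AdCre in all 3 pairs, with a camera adjusted p of 8.83e-14 under the block, although with an estimated correlation it was 0.27. A response to virus or to Cre that differs between the adenoviruses may therefore account for part of the 848 blocked calls, of which 12 are members of this list. The design gives no wild-type culture with AdCre, so virus preparation, Cre and RIT1 M90I all stay open as its source. A larger share of macrophages as the source is argued against by 12 of the 17 interferon genes. These rose by more than the macrophage marker that rose most (1.04). Whether macrophages already present raised these genes was not tested. A response of p53 to Cre-made DNA breaks cannot be told apart from no response. The list of its targets passed camera as higher (0.0327, and 0.0331 with the block), and Cdkn1a was called under the block (0.0328). The list did not pass under fry (0.553), with the estimated correlation (0.624), or without AdCre replicate 3, AdGFP replicate 2 or AdGFP replicate 3 (0.499, 0.159 and 0.131), and its median was 0.09, with members of the p53 list going both ways.

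Heart muscle transcripts were lower in AdCre. A lower share of cardiomyocytes would raise the markers of every other cell type alike, but the endothelial change exceeded the fibroblast change by 0.56 on the log2 scale (0.46, 0.54 and 0.69 in the 3 pairs, SD 0.11). Composition of that simple kind is thus unlikely to be the whole source, while a change in single cell types, including endothelial cells, stays open. Lower expression within cardiomyocytes, whether from RIT1 M90I or from Cre, is a candidate explanation that was not tested on its own.

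Some genes outside the heart muscle program rose in AdCre. Cma1 and Mcpt4, both mast cell proteases in other tissues, rose, Mcpt4 from 6.42 to 20.9 FPKM (adjusted p 0.102, and 0.0051 with the block). Mast cells are an unlikely source of Mcpt4, because the highest level of 7 other mast cell transcripts in any sample was 0.69 FPKM (Hpgds), against at least 16.5 FPKM for Mcpt4 in AdCre. Cma1 was as low as 2.7 FPKM in AdCre, too near that level for the test to settle its source. The mast cell list, written with these values in view, holds 8 genes, and Kit, which was left out of the test because other cells express it, reached 2.16 FPKM. The fast skeletal muscle troponins Tnnt3 (log2 fold change 1.76) and Tnni2 (1.66) rose while Myl1 changed by -1.60. These 3 were called under the block (0.0051, 0.0336 and 0.00634) and not without it (0.102, 0.144 and 0.158). Skeletal muscle cells are an unlikely source of Tnnt3, since 7 abundant skeletal muscle transcripts reached at most 1.02 FPKM (Pvalb), against at least 17.2 FPKM for Tnnt3 in AdCre. Tnni2 was as low as 4.71 FPKM (AdCre replicate 2), too near the level of these 7 for the test to settle its source. The 7 genes were picked from a list of 15 with their values in view. Among the 8 left out, Actn3 reached 2.86 FPKM (AdGFP replicate 3) and changed by -0.01. Myl1, Casq1, Tnnt1, Ckm and Mybpc2, also left out, were already abundant in AdGFP, which would hide a small share. Of these Tnnt1 rose (0.43, adjusted p 0.0428 under the block). No biological explanation of these rises was tested beyond the group difference.

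Psca, Ly6d and Ly6c1 lie in a region of chromosome 15 from 74714839 to 75048830 that holds 7 tested genes. The 4 others, Them6 (log2 fold change 1.29), Lynx1 (0.35), Ly6e (0.74) and Ly6a (1.44), also rose in all 3 pairs. Under the block Them6 (0.00758) and Ly6a (0.0244) were called, and Lynx1 (0.0861) and Ly6e (0.0518) were not. Their median of 1.01 was reached by 0.124% of 13714 windows of as many neighbouring genes across the genome. A change shared by the region is a candidate explanation, although 2 of these genes, Ly6e and Ly6a, may rise with interferon. Sequence shared with other genes is unlikely to explain Ly6d and Psca, as 0.0% of their 50-base words occur elsewhere, but it limits Ly6c1 (32.8%) and Ly6a (19%).

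The replicates lay in the same order from 1 to 3 in both groups. A rising share of cells other than cardiomyocytes would raise all their markers alike, but the macrophage list rose by 1.88 more than the mural list from replicate 1 to 3. The mean rises were 1.93 for macrophage, 0.94 for fibroblast, 0.89 for epicardial, 0.60 for endothelial and 0.05 for mural markers, and sarcomere genes changed by -0.58. The mural list shares 1 gene, Des, with the sarcomere list, which limits the gap to that list. The macrophage and endothelial rises also differed. Of the 5 lists of other cells, 3 rose stepwise in both groups. A share that grew for some cell types only stays open, as do day and litter, which the labels do not give.

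Members of the MAPK output list moved apart. Dusp4 (0.79), Dusp5 (0.83) and Fosl1 (1.47) were called as higher under the block. Spry1 (-0.25) and Spry2 (-0.37) were lower in all 3 pairs. Dusp6 (0.21), Spry4 (0.11), Spred1 (0.19) and Spred2 (0.40) were higher in all 3 pairs. Dusp6 and the Spry and Spred genes were not called. Dusp4 was at 0.51 without AdGFP replicate 3 and Dusp5 at 0.52 without AdCre replicate 1. The difference between these members was not tested. Among epicardial markers, Krt8 (1.48), Krt18 (0.88) and Aldh1a2 (0.54) were called as higher under the block, and Lrrn4 (-1.50) and Tbx18 (-0.45) as lower, though 26.9% of the words of Krt8 occur in other genes. These genes, and those of the mast cell, skeletal muscle and Ly6 paragraphs, were singled out after their values were seen.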
